A study of Caenorhabditis elegans with 4 samples.

How the data were processed

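Whole *Caenorhabditis elegans* of the wild-type Bristol N2 strain were shaken in M9 buffer for 24 h with either the cyclic dipeptide Cyclo(Pro-Tyr) at 0.25 mg/mL or its solvent DMSO, and their RNA was sequenced. Per the labels' protocols, total RNA went into a stranded Illumina library kit and was read as single-end reads on a NextSeq550. The protocol gives 19 °C for the incubation and the series text gives 20 °C, and the stage of the animals is given only as embryos or L1 larvae. Groups and replicate numbers were taken from the sample titles, 2 libraries per group. A treatment label of the library titled replicate 2 of Cyclo(Pro-Tyr) also carries the words for replicate 1, and the title was followed. The count columns were matched to the libraries by treatment and replicate number, and no column was left unused.

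The deposited table holds raw counts, that is whole numbers of reads per gene that the authors had not normalised, with 1 column per library and 21895 rows. Aligner, counting tool, genome build, annotation and strand setting are not given in the sources used here. Rows carry locus tags. Of these, 21890 matched an NCBI RefSeq table of assembly WBcel235, which supplied the gene symbols, 19977 as protein-coding genes and 1913 as pseudogenes. The other 5 tags had no match and kept their own names. Ribosomal RNA and other non-coding genes were not among the matched rows. No coordinates are given, because the build behind the counts is not named. Gene overlaps and exon lengths were taken from the Ensembl release 115 annotation of WBcel235 for the 21871 rows that matched it, and serve only as checks. Because the counting did not state its use of strand, genes overlapping on opposite strands are reported as uncertain, as are near-identical copies between which reads can be split.

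Library totals ran from 40240674 to 52987317 counts. Levels are given as CPM, the count scaled to library size. In these units 1 count equalled 0.0188 to 0.0256 CPM, and a count of 3, the limit that a count of 0 allows, equalled 0.0563 to 0.0768 CPM. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules.

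Genes were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test with its newer method and no robust option. Low genes were removed with filterByExpr at default settings, which left out 2456 genes and kept 19439. Scaling was by TMM, the only term was the treatment, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are log2 of Cyclo(Pro-Tyr) over DMSO. The standard error of each is its size divided by the square root of its F statistic. Values per library are TMM-scaled CPM. On counts simulated for the 19439 genes at the same library sizes, with 200 genes changed 2-fold or 4-fold, this fit recovered 94.5% of the changed genes. It recovered 100% of the 4-fold ones, and 1.05% of its calls were false. Each simulated gene varied exactly as the fitted trend gives for its level, with no difference between cultures. Changes were planted only in genes of at least 1 CPM. These shares therefore check that the fit works and do not give its power or false calls on the real libraries.

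A set of 30 gene lists, some made from gene families and others picked by function, was tested in both directions with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over the 30 lists. The self-contained test fry and camera with the correlation estimated per list were run beside it. On simulated unchanged, mutually independent genes camera called 1 list. On another simulation with 1 list shifted by 0.5 (log2) it called that list and no other.

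Genes named in the text follow a rule. Among genes past the threshold, with both treated libraries on one side of both DMSO libraries and a mean of at least 10 CPM, the 6 higher and 6 lower with the largest fold change were taken. The 4 genes with the smallest adjusted p, the 2 genes with the smallest p in each list past its threshold, and the reference genes *act-1*, *cdc-42*, *pmp-3*, *tba-1* and *iscu-1* (Y45F10D.4) were added, 38 genes in all. The design, the alternatives, the 30 lists and this rule were fixed before the data were examined. A further 3 lists were written afterwards and appear only at the end.

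The alternatives were DESeq2 size factors, upper-quartile scaling and total counts in place of TMM, no filter, and a filter of at least 5 CPM in at least 2 libraries. DESeq2 1.42.0, limma-voom, the legacy and the robust edgeR fits, a fit with the replicate number as a block, and fits without each library in turn were also run. The 10 most abundant genes or the 12 mitochondrial genes were left out, and thresholds of 0.01 and 0.1 were tried. In fits without 1 library, the lone library of that group was assumed to vary like the other group. Figures were drawn with matplotlib 3.10.9.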

Results

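Gene expression was measured by RNA sequencing in 4 libraries of whole N2 worms, the laboratory wild type of *C. elegans*. Of these, 2 came from worms kept for 24 h with 0.25 mg/mL Cyclo(Pro-Tyr), a cyclic dipeptide of proline and tyrosine, and 2 from worms kept with its solvent, DMSO. The single comparison of the design asks which genes change their expression when worms are exposed to the compound, beside the survival and lifespan that the study also followed.

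The DMSO libraries held 51202009 and 42410227 counts in genes, for replicates 1 and 2, and the Cyclo(Pro-Tyr) libraries held 52987317 and 40240674. Between 21259 and 21430 of the 21895 genes had at least 1 count in a given library. No pair of libraries agreed within sampling noise, so each was counted as 1 replicate. Across the 19439 tested genes, the SD of the difference in log2 CPM was 0.35 between the DMSO replicates and 0.42 between the Cyclo(Pro-Tyr) replicates. Between groups it ran from 0.44, for DMSO replicate 1 against Cyclo(Pro-Tyr) replicate 1, to 0.66 for the replicates numbered 2. The first principal component of log2 CPM held 68.8% of the variance and separated the groups. DMSO replicates 1 and 2 lay at -26.2 and -39.1 on it and Cyclo(Pro-Tyr) replicates 1 and 2 at 13.9 and 51.4, so the spread within the treated group was close to the distance from DMSO replicate 1 to Cyclo(Pro-Tyr) replicate 1.

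At an adjusted p below 0.05 by edgeR's quasi-likelihood test, 398 genes differed between Cyclo(Pro-Tyr) and DMSO. Of these, 139 were higher and 259 were lower in Cyclo(Pro-Tyr). A change of at least 2-fold was reached by 179 of them, 44 higher and 135 lower, and the median absolute log2 fold change of the 398 genes was 0.94. The smallest adjusted p by edgeR was 0.0115. At an unadjusted p under 0.05, 5301 genes differed, 2522 higher and 2779 lower. The treated and DMSO libraries did not overlap in CPM for 60.5% of the tested genes, where chance alone gives 33.3% for 2 libraries against 2. The median log2 fold change of all tested genes was -0.0032.

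The number of calls changed with single libraries. A fit without 1 library takes its variance from the group that keeps 2. The prior degrees of freedom of the variance were 4.93 and 5.06 without DMSO replicates 1 and 2. Without Cyclo(Pro-Tyr) replicates 1 and 2 they were 63.1 and 48.5. The counts of such fits therefore follow the variance estimate too and do not rank the libraries by effect. Without DMSO replicate 1 edgeR called 0 genes, with 3649 at an unadjusted p under 0.05, and without DMSO replicate 2 it called 4, which were *pud-1.1*, *pud-1.2*, *pud-2.1* and *pud-2.2*. Without Cyclo(Pro-Tyr) replicate 1 it called 4299 genes, and without Cyclo(Pro-Tyr) replicate 2 it called 987. Among alternatives on all 4 libraries, the filter of 5 CPM in 2 libraries left 12337 genes and 0 calls by edgeR, with 3736 genes at an unadjusted p under 0.05, while DESeq2's Wald test with the standard filter called 1789.

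**Figure D1:**
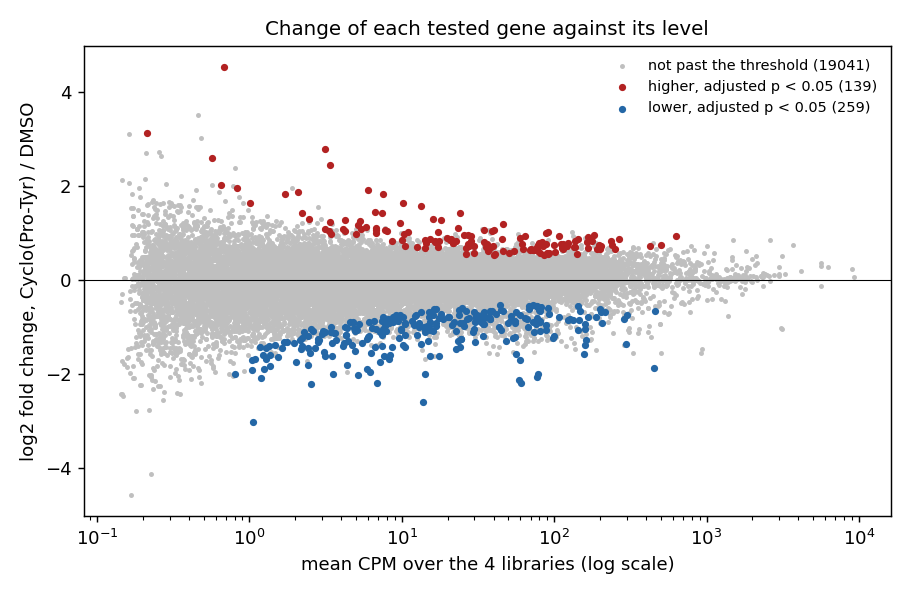
Each point is 1 of the 19439 tested genes, with its mean CPM over the 4 libraries on a log axis and its log2 fold change of Cyclo(Pro-Tyr) over DMSO. The 139 genes called higher are red, the 259 called lower are blue, and the others are grey. More genes were called lower than higher.

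Among genes with a mean of at least 10 CPM, the largest decrease was that of *elo-3* (CELE_D2024.3), a gene of the fatty acid elongase family. It went from 23.8 ± 3.17 CPM in DMSO to 3.90 ± 0.836 CPM in Cyclo(Pro-Tyr) (mean ± SD, n = 2 for this and the following values). Its log2 fold change was -2.60 with a standard error of 0.18, and its edgeR adjusted p was 0.0115. Exons of *elo-3* overlap *gstk-2* on the opposite strand in the annotation, so part of its counts is uncertain. The next largest included 4 genes of the *pud* family. The *pud-1.2* gene (CELE_Y19D10B.7) fell from 99.8 ± 24.3 to 21.7 ± 0.657 CPM and *pud-1.1* (CELE_F15E11.13) from 96.2 ± 22.4 to 21.995 ± 2.69 CPM. Their log2 fold changes were -2.201 and -2.13 and the edgeR adjusted p was 0.0115 for both. The *pud-2.2* gene (CELE_F15E11.14) fell from 124 ± 34.7 to 29.7 ± 1.66 CPM and *pud-2.1* (CELE_F15E11.1) from 125 ± 36.9 to 31.2 ± 2.80 CPM, with log2 fold changes of -2.07 and -1.999. The paired numbering and near-equal values of *pud-1.1* and *pud-1.2*, and of *pud-2.1* and *pud-2.2*, leave open how the counting divided reads between copies. The *tfg-1* gene (CELE_Y63D3A.5) fell from 22.9 ± 3.58 to 5.60 ± 3.25 CPM, a log2 fold change of -2.004 with a standard error of 0.34 and an edgeR adjusted p of 0.0416. Cyclo(Pro-Tyr) replicates 1 and 2 gave 7.90 and 3.30 CPM for *tfg-1*. The pseudogene C06E4.22 (CELE_C06E4.22) was among the 4 genes with the smallest adjusted p and fell from 33.2 ± 1.83 to 12.005 ± 0.302 CPM, a log2 fold change of -1.47.

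Among the 6 largest increases above 10 CPM, the *lmd-4* gene (CELE_F07G11.9) rose from 4.95 ± 0.431 to 15.5 ± 5.69 CPM, with a log2 fold change of 1.64, a standard error of 0.25 and an edgeR adjusted p of 0.0354. The *cest-35.2* gene (CELE_C52A10.2), of a carboxylesterase family, rose from 6.70 ± 0.756 to 19.9 ± 4.68 CPM, with a log2 fold change of 1.57. The *dhs-23* gene (CELE_R08H2.1), of the short-chain dehydrogenases, rose from 13.2 ± 1.75 to 35.2 ± 2.12 CPM. Its log2 fold change was 1.41 with a standard error of 0.13 and its edgeR adjusted p was 0.0135. Increases in *oac-50* (CELE_T27E4.6), C18H9.5 (CELE_C18H9.5) and T16G1.4 (CELE_T16G1.4) had log2 fold changes of 1.29, 1.27 and 1.18, with edgeR adjusted p of 0.0458, 0.0337 and 0.0337. The call of *oac-50* was lost with total counts in place of TMM, at an edgeR adjusted p of 0.0511, and under the robust edgeR fit, at 0.0505, within a range of 3.12e-11 to 0.353 over all its alternatives. The call of *tfg-1* was lost under the robust edgeR fit, at an adjusted p of 0.0834 within a range of 1.39e-16 to 0.342. Under the filter of 5 CPM in 2 libraries no gene kept its call. Of the 24 called genes named here and among the lists that follow, 24 lost their call in edgeR without DMSO replicate 1. Without DMSO replicate 2, 20 lost it, all but the 4 *pud* genes.

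**Figure D2:**
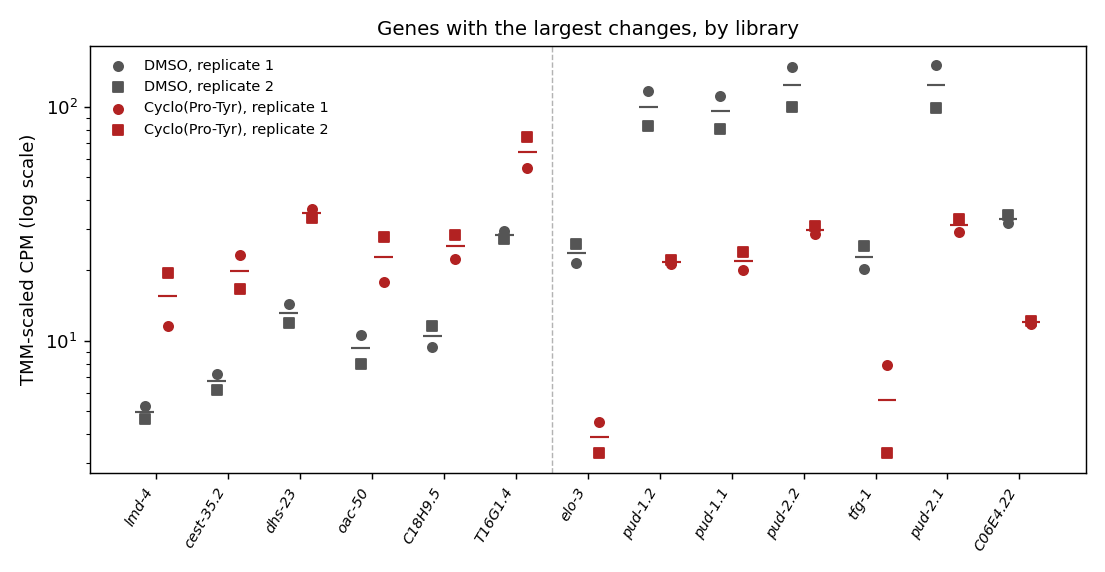
TMM-scaled CPM on a log axis of the 6 genes with the largest increases (left of the dashed line) and, right of it, the 6 with the largest decreases and C06E4.22, which has one of the 4 smallest adjusted p. Points are single libraries (circles replicate 1, squares replicate 2; grey DMSO, red Cyclo(Pro-Tyr)) and bars are group means. In each of the 13 genes both treated libraries lie on one side of both DMSO libraries.

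The 30 gene lists compared detoxification, stress, lipid, cuticle, immune, reproductive and translation genes between the groups. By camera with its preset correlation, 10 lists were past an adjusted p of 0.05. None of the 10 was past it under fry, whose smallest adjusted p over the 30 lists was 0.092, or under camera with an estimated correlation, whose smallest was 0.805. The list results therefore rest on the assumption of a small correlation between genes. The count of lists by camera was 8 without DMSO replicate 1, 11 without DMSO replicate 2, 7 without Cyclo(Pro-Tyr) replicate 1 and 12 without Cyclo(Pro-Tyr) replicate 2.

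The cuticle lists were lower. The moulting list had a median log2 fold change of -0.97, with 27 of 31 genes lower and a camera adjusted p of 2.57e-04. Its size rested on the treated libraries, with a median of -1.50 without Cyclo(Pro-Tyr) replicate 1 and -0.50 without Cyclo(Pro-Tyr) replicate 2. The moulting list was planned to watch for a difference in stage, so a difference in stage between the cultures stays open here. The collagen list had a median of -0.62, with 118 of 144 genes lower and a camera adjusted p of 4.40e-10. In the collagen list 8 genes were past the threshold over all genes tested and 63 when adjusted over the list alone. In the moulting list these counts were 1 and, adjusted over the list alone, 16. Both *col-69* (12.5 ± 0.770 to 3.86 ± 1.18 CPM) and *col-107* (235.4 ± 34.6 to 79.3 ± 27.02 CPM) had an edgeR adjusted p of 0.0337, with log2 fold changes of -1.68 and -1.57. Of the moulting genes, *grd-3* fell from 22.3 ± 3.06 to 11.4 ± 1.08 CPM with an edgeR adjusted p of 0.0346, and *wrt-4* fell from 31.3 ± 6.94 to 14.2 ± 4.81 CPM with an edgeR adjusted p of 0.0544. The histone list had a median of -0.53, with 62 of 70 genes lower and a camera adjusted p of 4.40e-10, and was not past the threshold under the filter of 5 CPM in 2 libraries, where its median was -0.30. Its calls numbered 1 over all genes and 3 adjusted over the list alone. In *his-58* the mean went from 3.06 ± 0.0773 to 1.26 ± 0.0466 CPM, at an edgeR adjusted p of 0.0434, and in *his-32* from 2.84 ± 0.135 to 1.07 ± 0.394 CPM, at 0.0537. Histone genes are near-identical copies, so the count of any one of them is uncertain.

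The endoplasmic reticulum stress and cytosolic heat shock lists were lower as well, while the list of oxidative stress genes and *skn-1* targets had a median log2 fold change of 0.03 and was not past the threshold (camera adjusted p 0.742). All 17 genes of the endoplasmic reticulum stress list were lower, with a median log2 fold change of -0.45 and a camera adjusted p of 2.57e-04. No gene of it was past the threshold over all genes, and 11 were when adjusted over the list alone. The chaperone gene *hsp-4* went from 179.9 ± 25.9 to 115.5 ± 11.7 CPM (edgeR adjusted p 0.0559) and *pdi-6* from 282 ± 17.5 to 181 ± 34.7 CPM (edgeR adjusted p 0.0619). In the cytosolic heat shock list 17 of 19 genes were lower, with a median of -0.33 and a camera adjusted p of 0.0156. Its 1 call over all genes was *hsp-12.6*, which was higher, so no gene of it was called lower. Adjusted over the list alone 6 genes were called, 1 higher and 5 lower. Without DMSO replicate 2 this list was not past the threshold, with a median of -0.25, and without Cyclo(Pro-Tyr) replicate 2 it was past it with a median of -0.19. F44E5.5, of the Hsp70 family, was among the most abundant transcripts. It fell from 4239 ± 486 CPM in DMSO to 2054 ± 409.8 CPM in Cyclo(Pro-Tyr), a log2 fold change of -1.05 with an edgeR adjusted p of 0.0563. F44E5.4, named here after its values were seen because its levels were close to those of F44E5.5, changed by -1.03 (log2). How reads were divided between these genes is not known. The small heat shock gene *hsp-12.6* moved the other way, from 25.998 ± 4.06 to 54.0 ± 9.67 CPM, with a log2 fold change of 1.05 and an edgeR adjusted p of 0.0354. The lists of oxidative phosphorylation and mitochondrial ribosomal protein genes shifted by small amounts, with medians of -0.14 and -0.12 and a camera adjusted p of 0.0109 and 0.0149. Neither list had a called gene, over all genes or adjusted over the list alone. Neither was past the threshold without DMSO replicate 1, with medians of -0.04 and -0.05, or without Cyclo(Pro-Tyr) replicate 1, with medians of -0.09 and -0.13. Without DMSO replicate 2 the medians were -0.22 and -0.19. Their leading genes *mev-1*, *cox-15*, *mrpl-53* and *mrpl-39* had log2 fold changes of -0.43, -0.37, -0.36 and -0.35, and all but *mev-1* overlap a gene on the opposite strand, which leaves their counts uncertain.

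Detoxification lists were higher. The cytochrome P450 list had a median log2 fold change of 0.19, with 48 of 80 genes higher and a camera adjusted p of 0.0476, and it lost its call with upper-quartile scaling and with the filter of 5 CPM in 2 libraries. It was also lost without DMSO replicate 1, DMSO replicate 2 or Cyclo(Pro-Tyr) replicate 1, with medians of 0.23, 0.17 and 0.18. It held 3 calls over all genes and 21 adjusted over the list alone, of which 15 were higher and 6 lower. The largest was *cyp-35A1*, at 1.04 ± 0.232 CPM in DMSO and 5.75 ± 0.0946 CPM in Cyclo(Pro-Tyr), with a log2 fold change of 2.45, a standard error of 0.22 and an edgeR adjusted p of 0.0121. In *cyp-34A9* the mean rose from 59.0 ± 2.25 to 100.85 ± 6.41 CPM (log2 fold change 0.77, edgeR adjusted p 0.0337). The UDP-glucuronosyltransferase list had a median of 0.15, with 42 of 67 genes higher and a camera adjusted p of 0.0149. It held 6 calls over all genes and 14 adjusted over the list alone, 13 of them higher. It was not past the threshold without DMSO replicate 1 or without Cyclo(Pro-Tyr) replicate 1, with medians of 0.20 and 0.17. In this list *ugt-41* rose from 4.06 ± 0.657 to 10.9 ± 2.18 CPM, and *ugt-50*, which overlaps *nhr-26* on the opposite strand, fell from 187 ± 20.98 to 103 ± 8.91 CPM, both with an edgeR adjusted p of 0.0337. The nuclear hormone receptor list had a median of 0.18, with 192 of 264 genes higher and a camera adjusted p of 9.02e-04. Its 4 calls over all genes became 20 adjusted over the list alone, 14 higher and 6 lower. Its leading genes went apart, *nhr-191*, annotated as a pseudogene, by 1.22 and *nhr-81* by -1.68 on the log2 scale. The call of *nhr-191* was lost with total counts in place of TMM.

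The other 20 lists were not past the threshold by camera. The glutathione S-transferase list came closest, with a median log2 fold change of 0.13 and a camera adjusted p of 0.0518. The phospholipid and sphingolipid list had a median of 0.13 (camera adjusted p 0.102), and the fatty acid desaturase and elongase list, which holds *elo-3*, had a median of -0.12 (camera adjusted p 0.477). Medians of the yolk protein list and of the cytosolic ribosomal protein list were -0.0074 and 0.035. For the major sperm protein list and for the list of peptide transport and digestion the median and the mean differed in sign. Camera gave the direction of the mean for the first and that of the median for the second. For the C-type lectin list camera pointed up while the median and the mean were below 0, and none of these lists was past the threshold. Of the reference genes, *act-1*, *cdc-42*, *pmp-3* and *iscu-1* had log2 fold changes of -0.13, -0.11, 0.05 and 0.19, with edgeR adjusted p from 0.452 to 0.852. Of these, *cdc-42* and *pmp-3* overlap a gene on the opposite strand. The α-tubulin gene *tba-1* went from 467 ± 20.3 to 289 ± 45.7 CPM, a log2 fold change of -0.69 with an edgeR adjusted p of 0.0537. Over its alternatives that adjusted p ran both below and above the threshold, from 3.66e-04 without Cyclo(Pro-Tyr) replicate 1 to 0.354 without DMSO replicate 2.

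**Figure D3:**
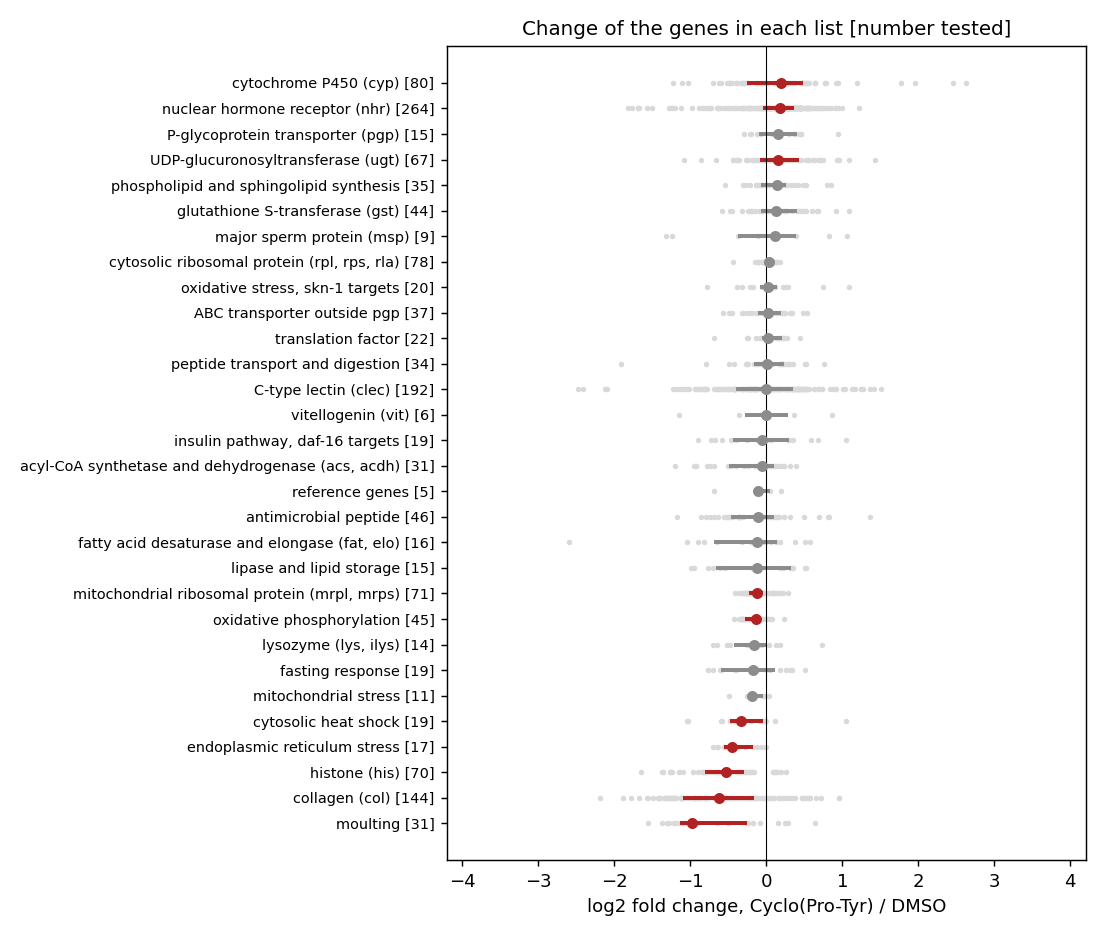
Log2 fold change of Cyclo(Pro-Tyr) over DMSO for the genes of each of the 30 lists, with the number of genes tested in brackets. Pale dots are genes, large dots are medians and bars span the middle quartiles, in red for the 10 lists past an adjusted p of 0.05 by camera with its preset correlation. None of these lists was past the threshold under fry.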

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

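The crossed pairing and the thinning of counts were chosen only after the data had been seen. The count of genes between Cyclo(Pro-Tyr) and DMSO, 398 in the report (139 higher, 259 lower, 179 at least 2-fold), stayed within 1.5 times of that value with DESeq2 size factors, no filter, limma-voom, the legacy and the robust edgeR fits, and without the 10 most abundant or the mitochondrial genes. The number of higher genes alone moved under the robust fit, to 221. Upper-quartile scaling gave 842 genes (365 higher, 477 lower, 307 at least 2-fold). Total counts gave 215 (61 higher, 154 lower). DESeq2's Wald test gave 1789 (791 higher, 998 lower, 375 at least 2-fold) and left the adjusted p of 3015 genes undefined. Of the 398 genes, 392 were among those 1789. The cause of these shifts was not tested.

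The filter of 5 CPM in 2 libraries gave 0 genes by edgeR in total, in each direction and at least 2-fold, with 3736 at an unadjusted p under 0.05 and 1714 at an adjusted p under 0.1. All 332 called genes that passed this filter had an adjusted p under 0.1 there. The prior degrees of freedom of the variance fell from 5.73 to 3.92 in that fit. The cause was not tested. A threshold of 0.01 gave 0 in all 4 counts, since the smallest adjusted p was 0.0115, and a threshold of 0.1 gave 2660 genes (1181 higher, 1479 lower, 622 at least 2-fold). Leaving out 1 library gave from 0 to 4299 genes, from 0 to 1886 higher, from 0 to 2413 lower and from 0 to 1499 at least 2-fold. The low ends came without DMSO replicate 1 and the high ends without Cyclo(Pro-Tyr) replicate 1.

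With the replicate block, 221 genes were called, 46 of them higher, and 173 of these calls were shared with the fit without it. Calls of *his-58*, *nhr-81* and *ugt-50* and of the mitochondrial ribosomal protein list were not made with it. Whether the numbers pair the libraries is not known. The deviations of same-numbered libraries from their group means correlated at -0.20 across genes, and nothing in the labels ties a number to a shared culture or day. The replicates numbered 2 lie at opposite ends of the first principal component, which also gives a negative value. The correlation therefore does not exclude a shared culture or day. The crossed pairing, DMSO replicate 1 with Cyclo(Pro-Tyr) replicate 2, gave 4581 genes (2171 higher, 2410 lower, 753 at least 2-fold).

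The count of gene lists, 10 by camera, ran from 7 to 13 over the other camera settings with the preset correlation, and was 0 by fry and 0 by camera with an estimated correlation. At an unadjusted p under 0.05 fry had 4 lists and camera with an estimated correlation had 0. The lists past the threshold in every camera setting on log2 CPM with the preset correlation were collagen, moulting, endoplasmic reticulum stress and nuclear hormone receptor. No median of the 10 lists changed sign under any of these settings.

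For the 38 named genes, 641 values under alternatives were compared with the reported ones. Of these, 528 kept direction and side of the threshold, 72 lost the threshold, 38 gained it and 3 changed sign. The sign changes were all in reference genes and came from leaving out 1 library. The *iscu-1* value ran from -0.025 to 0.38 and the *pmp-3* value from -0.12 to 0.20 over the fits without 1 library. Losses were concentrated in the stricter filter (21 genes), the fit without DMSO replicate 1 (24) and the fit without DMSO replicate 2 (20).

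The least abundant genes named rest on low counts. The *nhr-81* gene had 28 and 20 counts in the Cyclo(Pro-Tyr) libraries, replicates 1 and 2. In the same libraries *his-32* had 72 and 31 counts and *his-58* had 69 and 48. In DMSO replicates 1 and 2, *nhr-191* had 91 and 100 counts and *cyp-35A1* had 62 and 38. Thinning every library to 40240674 counts in 5 draws gave between 364 and 816 calls, against 398 at full depth. Only the lowest draw fell below 398. Removing reads at random thus moved the count by itself, so 398 is not a stable number. The draws cannot show whether depth limits the calls.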

Other observations

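The test of a lower share of embryos and the use of the yolk list on adults were chosen only after the result was seen. The yolk list itself was planned. The 3 added gene lists were written after the gene values were seen.

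The 3 ways of splitting the 4 libraries 2 against 2 gave 398, 0 and 0 genes past the threshold by edgeR, with 5301, 43 and 171 genes at an unadjusted p under 0.05. Only 1 of the 3 splits, the real one, gave as many genes. With 3 splits a share under 0.05 cannot be reached, so the splits cannot exclude chance.

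Cyclo(Pro-Tyr) replicate 1 lay between the DMSO libraries and Cyclo(Pro-Tyr) replicate 2 on the first principal component. With the DMSO mean at 0 and Cyclo(Pro-Tyr) replicate 2 at 1, it lay at 0.553. A difference in depth is argued against, since the shallowest libraries, DMSO replicate 2 and Cyclo(Pro-Tyr) replicate 2, lie at opposite ends. The position was 0.559 (median of 5 draws) after thinning every library to the smallest total. Thinning keeps each gene's expected share of the reads, so that value is only a weak test of depth. A candidate explanation is one common direction of change that was smaller in replicate 1. When the treated libraries were each compared with the DMSO library of their own number, so that no library was shared, the changes of 16125 genes above 1 CPM correlated at r = 0.591. The spread of replicate 1 was 0.581 times that of replicate 2. Against the other DMSO library these values were 0.752 and 0.754. Simulated unchanged libraries, which vary gene by gene and share no difference between cultures, gave r within 0.0019 of 0. A culture difference that fell along the groups by chance would also give a positive r, so the correlation does not separate the compound from such a difference. Genes are not independent replicates, so these values describe 4 libraries. Whether the cultures differed in the dose reached was not tested. The moulting, yolk and sperm lists were planned to watch for a difference in stage. The moulting list was lower, with a median log2 fold change of -1.50 without Cyclo(Pro-Tyr) replicate 1 and -0.50 without Cyclo(Pro-Tyr) replicate 2. The yolk and major sperm protein lists were not past the threshold by camera. A difference in stage between the cultures therefore stays open.

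Some genes called lower are known from early embryos or dividing cells, among them *pos-1*, *pes-2.1* and *pcn-1*, which were noticed after the values were seen. Lists written without those genes were then tested. The early zygotic list had a median log2 fold change of -0.80, with 22 of 26 genes lower. The maternal and germline list had a median of -0.39, with 25 of 28 lower, and the DNA replication list one of -0.53, with 28 of 28 lower. Camera with its preset correlation, adjusted over all 33 lists, gave 7.83e-06, 6.72e-06 and 7.82e-09 in that order. The unadjusted fry values were 0.0323, 0.0209 and 0.042, and none of them held after adjustment over the 33 lists. Camera with an estimated correlation gave unadjusted values of 0.147, 0.107 and 0.228. The early zygotic median was -0.77 after thinning (median of 5 draws). Thinning keeps each gene's expected share of the reads, so this median could hardly move and does not test depth. The deeper library was replicate 1 in both groups, so depth did not run along the groups. Gene length and expression level are argued against, because 0 of 10000 random lists matched on both had a median as low as the early zygotic list. Over all genes above 1 CPM the correlation of fold change with exon length was 0.087 (Spearman, across genes). A lower share of embryos or early dividing cells in the treated cultures may explain the pattern and stays open. The early zygotic median of -0.80 is the pattern itself and does not test it, and the stage of each library is not given in the sources used here. A lower share of adults with yolk cannot be told apart from no such change, because the yolk protein list had a median of -0.0074 with 3 genes higher and 3 lower. The labels give the stage only as embryos or L1 larvae and name no adults. A direct effect of the compound on cell division stays open too. Staging or counting of the cultures would separate these.

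Genes called lower lay next to each other more often than chance gives. Among the 259 such genes there were 23 adjacent pairs whose exons do not overlap in the annotation. Random draws matched on expression gave a median of 3 and at most 9 in 1000 draws. Overlapping exons are therefore argued against as the whole cause. The pairs hold 5 within the *pud* cluster, and others within *skr*, *grd* and *pes-2* families, so reads shared between similar copies may still contribute, as may a shared control of neighbours. Neither was tested. Genes called higher had 0 such pairs, against a median of 1 in random draws, so the clustering was seen for the lower genes only.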
